# An Integrated Mass-Spectrometry Pipeline Identifies Novel Protein Coding-Regions in the Human Genome

**DOI:** 10.1371/journal.pone.0008949

**Published:** 2010-01-28

**Authors:** Danny A. Bitton, Duncan L. Smith, Yvonne Connolly, Paul J. Scutt, Crispin J. Miller

## Abstract

**Background:**

Most protein mass spectrometry (MS) experiments rely on searches against a database of known or predicted proteins, limiting their ability as a gene discovery tool.

**Results:**

Using a search against an *in silico* translation of the entire human genome, combined with a series of annotation filters, we identified 346 putative novel peptides [False Discovery Rate (FDR)<5%] in a MS dataset derived from two human breast epithelial cell lines. A subset of these were then successfully validated by a different MS technique. Two of these correspond to novel isoforms of Heterogeneous Ribonuclear Proteins, while the rest correspond to novel loci.

**Conclusions:**

MS technology can be used for *ab initio* gene discovery in human data, which, since it is based on different underlying assumptions, identifies protein-coding genes not found by other techniques. As MS technology continues to evolve, such approaches will become increasingly powerful.

## Introduction

Since its release in 2001, the draft sequence of the human genome [1] has been revised numerous times and genome annotation continues to evolve [2]. Even so, the total number of genes is still unknown, and the estimated number (20,000–25,000) remains in dispute [3]–[7]. This lack of a definitive catalogue applies not only to genome databases, but also to the secondary protein and transcript databases upon which so many molecular biology assays are based. For example, mass spectrometry techniques that rely on a search against a database of known proteins will fail to identify previously unseen peptides, while the majority of microarrays, which are designed against a database of known or predicted transcripts, are unable to profile transcription that occurs outside those regions for which their probes were designed.

With the advent of next generation sequencing [8], [9], tiling [6], [10]–[13] and exon arrays [14], which feature probes targeting many more speculative areas of the genome [15], [16], numerous studies have found evidence for transcription outside known or predicted protein coding genes [6], [10]–[13], [17]. Much of this has been attributed to novel non-coding RNA, such as miRNAs [18], or to non-functional transcription, but, given the lack of a definitive catalogue of all human proteins, it is likely that at least some of this novel RNA is translated into previously unreported proteins [19].

High throughput tandem mass spectrometry (MS/MS) has become a favoured method for the identification of peptides and their cognate proteins in a complex protein mixture [20]–[25]. Such an approach normally leads to the production of thousands of spectra, each corresponding to the ion signature of a peptide, which are then identified using a database search algorithm such as Sequest [21], Mascot [24], or ProteinPilot [26]. These programs attempt to assign a peptide sequence to a spectrum, while ranking and scoring each assignment, and all assume that the peptide/protein exists in the database. This is a fundamental constraint that restricts the analysis to known and predicted proteins, and prohibits the discovery of novel coding regions.

A significant aspect of many proteomics experiments is the existence of ‘orphan’ peptides, those that have an experimental mass, but for which a sequence could not be assigned. A number of groups [27]–[34] have hypothesized that some of these may be due to the existence of novel protein sequences that are not currently represented in the databases, and have attempted to predict novel proteins by expanding the protein database used to identify proteins by tandem Mass Spectrometry (MS/MS) by translating the entire genome in all three forward and reverse reading frames [27], [28], [31]–[34]. The approach accepts the genetic code, but ignores the conventional signals of gene structure, such as initiation codon and known exon/intron boundaries. In so doing, more segments of the raw DNA sequence are represented by putative translation products, allowing greater coverage. However, two significant disadvantages are associated with this technique. Firstly, the extended search requires a much larger database of putative sequences, with a corresponding rise in the amount of time and space required to analyse the data, and secondly, the extended database will also contain a large number of spurious sequences, some of which may match the experimental data by chance [22], [31], [32], [35]. This magnifies the false positive rate, making it difficult to distinguish real matches from chance occurrences; already an issue with existing database searches.

Nevertheless, the approach has been applied successfully to plant [27], [28] and bacterial [34] genomes, allowing the detection of novel coding regions, the confirmation of gene predictions and the refinement of genome annotations. Recently, Tanner et al. [30] generated an expanded repertoire of predicted proteins using translations of EST and gene prediction data that were then used successfully to identify novel loci in human, while Menon et al. [29] were able to apply a similar approach in mouse. However, neither considered an unbiased full translation of the entire genome, in part because of the problem of controlling the False Discovery Rate (FDR) resulting from analyses against larger genomes.

Here we describe a novel pipeline that employs a straightforward search against a six-frame translation of the human genome (Figure 1). We were able to identify and confirm experimentally that the pipeline does indeed identify novel proteins in high throughput MS/MS data. The pipeline uses a concatenated reverse database [36] to estimate the FDR and incorporates filtering steps that target pseudogenes, repeat elements and sequence conservation across genomes to find additional support for the assignments made by the database search algorithm.

**Figure 1:**
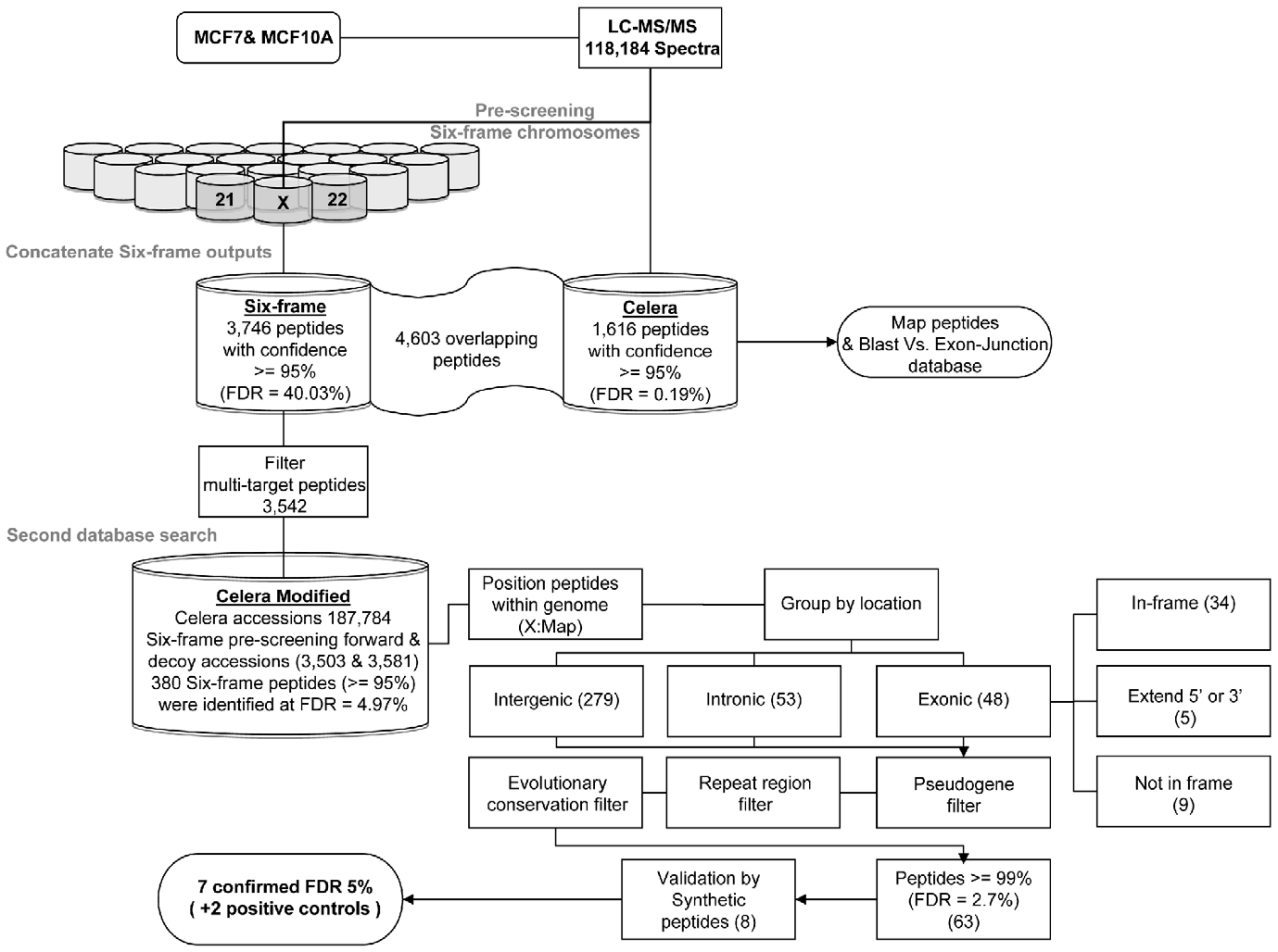
A pipeline to identify peptides originating from uncharacterised proteins using LC MS/MS data. Data are subjected first to identification using ProteinPilot and then filtered according to genome annotation. A subset of predicted novel peptides were then confirmed by addition MS/MS.

Database searching was performed by first generating the full 6-frame translated database and an equivalent reverse decoy database [36]. Since it was not possible to concatenate these two databases and perform a single search, due to the amount of memory required by the software [30], we instead split the data by chromosome into 23 separate target and decoy databases. A series of pre-screening searches was then conducted on each individual database, to yield a set of target and decoy hits for each chromosome. In this way non-matching peptides were identified and eliminated from the analysis, making it possible to dramatically reduce the search space. Importantly, since decoy hits are also considered at this stage, it is possible to perform this data reduction step whilst preserving the information required for a reliable estimation of the FDR.

All hits resulting from this initial search were then combined with the Celera protein database to generate a single concatenated resource containing all possible spectrum-matching target and decoy peptides. All spectra were then searched for a second time against this reduced database in order to allow peptide assignments to be performed in the presence of other, competing, sequences. This is necessary since some spectra that match well in one chromosome may have a better match to a different sequence on another chromosome. These occurrences cannot be identified unless all candidate sequences are considered in a single batch. Similarly, some peptides that match to the decoy database may also have a better match to the target database. Again, this cannot be considered unless decoy and target sequences are searched together [36].

Candidate novel peptides resulting from this second search were then taken through for further analysis and validation, and the FDR estimated using the relative proportion of target and decoy hits, as previously described [36]–[38].

## Results

We evaluated the pipeline by applying it to a dataset produced using two human cell lines, MCF7 and MCF10A, a breast cancer and a non-tumourigenic epithelial cell line, respectively. Following sample preparation and processing, the resultant MS/MS data were searched once against the Celera protein database [39], and once against our novel six-frame translation database, using ProteinPilot.

### 6-Frame Proteogenomics Predicts Additional Protein Coding Loci in the Human Genome

Of the 8,349 putative hits identified following the pre-screening search, 4,603 were shared with the Celera database peptides (6,219), displaying 74% correspondence at the peptide level between the two database searches (Table 1). A total of 1,616 peptides found by the Celera search could not be identified using the initial six-frame searches, but, as expected, a considerable fraction of these (1,110) were found to span exon junctions (see methods), and a further 167 were assigned by the six-frame search, but were assigned a confidence of less than 95% by ProteinPilot. When these 1,277 peptides are accounted for, correspondence at the peptide level increases to 94.54%.

**Table 1:** Summary of the results obtained from LC-MS/MS analysis of the MCF7 and MCF10A cell lines.

Search/Level	Peptides > = 95% confidence	Peptides > = 99% confidence	Peptides > = 0% confidence	Spectra > = 0% confidence	% of spectra analysed
**Celera**	6,219 (FDR = 0.19%)	5,537 (FDR = 0.11%)	14,204	65,896	55.75
**Six-frame**	8,349 (FDR = 40.03%)	5,316 (FDR = 19.04%)	33,066	63,451	53.68
**Overlap**	4,603	4,048	6,983	50,694	N/A
**Celera unique**	1,616	1,489	7,221	15,202	N/A
**Six-frame unique**	3,746	1,268	26,083	12,757	N/A

Results of the initial pre-screening search in which all 118,184 spectra were searched against the individual chromosome specific six-frame databases and associated decoy databases. Data were also searched separately against the Celera database using ProteinPilot (ABI). For all searches FDR was estimated using the reverse decoy hits, as described in the methods.

A total of 3,746 matches with no high-confidence Celera equivalent were identified in the six-frame search. Of these, 119 matched to multiple sites in the putative translated genome, and 85 were found to have low confidence (<95%) matches in the Celera search. Both these sets of peptides were excluded from further analysis, leaving 3,542 peptide sequences (3,503 six-frame accessions) for further examination.

In the second database search, the full 118,184 MS/MS spectra were then compared to a single amalgamated database containing all Celera database entries (187,748), the 3,503 putative novel protein sequences, and all possible decoy hit accessions (3,581).

Following this search, 3,162/3,542 putative novel peptides were removed, leaving 380 peptides, identified with > = 95% confidence at a FDR of 4.97% (estimated using the reverse decoy hits [40]). Only these peptides were considered further.

These 380 peptides were then positioned relative to known genes using X:Map, a genome annotation database [41]. Peptides were classified as ‘intergenic’ (279 peptides), ‘intronic’ (53), and ‘exonic’ (48), based on their location relative to known protein coding features, as defined by Ensembl (version 47) [42]. Each exon is associated with a reading frame in which translation is expected to occur. Exonic peptides were further characterized as ‘in-frame’ when they occurred in the annotated reading frame (34), and ‘not in-frame’ when they matched the genome within an exon, but in a different reading frame to that annotated (9). Generally, ‘in frame’ peptides correspond to matches against known proteins, and are therefore of less interest when searching for novelty; they were not investigated further here. Finally, peptides found to extend the 3′ or 5′ ends (2 and 3, respectively) of an exon were labelled ‘exon-extending’ (Table 2).

**Table 2:** Pipeline predictions.

Peptide classification	Peptides > = 95% (2^nd^ search)	Pseudogene filter	Repeat filter	Conservation ΣR> = 0	> = 99% confidence cutoff	Peptides synthesized
**Intergenic**	279	269	157	101	56	7
**Intronic**	53	53	30	15	2	0
**Exonic ‘Not in Frame’**	9	8	7	3	3	0
**Exonic ‘Extending’**	5	4	3	3	2	1
**Total**	346	334	197	122	63	8

All 118,184 spectra were searched against a concatenated database comprising all Celera accessions, target and decoy hits from the pre-screening search (Table 1). Peptides that were uniquely identified by the six-frame search are referred as ‘orphan’ peptides. These peptides were classified according to their genomic position. ΣR – averaged conserved GERP score for the region from which the peptide originated. FDR was computed using the reverse decoy hits, as described in the methods.

Putative novel peptides were then subjected to a set of filters based on the location of repeat regions, pseudogenes and areas with high evolutionary conservation score (computed using GERP scoring across 10 species [43]). Peptides originating from more highly conserved regions that were annotated neither as repeat regions nor as pseudogenes were considered to be more likely to be biologically relevant (122 peptides).

### Confirmation of Proteogenomic Predictions by Comparison with Synthetic Peptide Spectra

When only 99% confidence peptides are considered, 63 are found by the pipeline (FDR: 2.7%). A subset of these (highest-confidence) peptides was selected for experimental validation. An underlying principle of protein MS is the assumption that under the same conditions the same peptide should fragment in a similar way, and thus yield a similar ion spectrum. The fragmentation pattern of a synthetic peptide should therefore be highly similar to that of a “real” peptide with the same sequence, making it possible to use synthetic peptides as a source of validatory spectra when seeking confirmation of a peptide assignment by MS/MS. Many of the spectra derived from complex mixtures feature ions that are not accounted for by the best sequence match. Often these are the result of the fragmentation of two different precursors simultaneously, leading to the production of chimeric spectra. Fragment ions that were carried over from a previous collision, background ions and/or inorganic compounds can also lead to additional peaks. When a single peptide is synthesized and analysed by MS/MS, its spectrum is less likely to contain these additional ions. In addition, post-translational modifications (PTMs) can also change the fragmentation pattern of a given peptide. 8 peptides for additional MS/MS validation, plus 2 positive controls, were chosen, by manual inspection of their spectra, to minimise these issues.

Synthetic peptides with the same sequences as the candidates were produced and subjected to MS/MS analysis in the usual way. 7 out of 8 of the synthetic peptides (plus both positive controls) were identified, at 99% confidence, with the same sequences as the “real” peptides, when searched using ProteinPilot against the augmented database. An additional comparison between the real and synthetic peptides, in which the number of common ions was used as a metric of similarity was also performed. FDR was determined empirically using a search of random, unrelated spectra (see methods), providing an estimate of the likelihood of a similar set of matches occurring by chance (Figure S1). At a 5% FDR, corresponding to a score threshold of 34.6, the same 7 sequences were found to be similar to their synthetic counterparts, along with both positive controls (Figures S1,S2).

Two of these 7 peptide sequences had high sequence similarity (BLAST [44]) to 2 distinct forms of Heterogeneous nuclear ribonucleoproteins [HNRNPL and HNRNPA1 like, chromosome 19 and 2, respectively (Table 3)]. HNRNPs play a major role in the packaging, processing, transporting and function of mRNA [45] as well as the modulation of splice site selection. One of these peptides (Peptide 3; Table 3 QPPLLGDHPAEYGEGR), also confirmed at the transcript level by RT-PCR (Figure S3), extends the 3′ end of exon 7 (ENSE00000704494) in HNRNPL, contributing an additional 3 amino acids to the protein sequence (Figure 2). Note that these additional 3 amino acids also provide the appropriate terminal arginine required for enzymatic cleavage by trypsin; the shorter form of the peptide would not have been identified. This exact peptide sequence was found to exist in both mouse and rat protein homologues, and alignments of these sequences found that the specified intron is retained in both organisms, encoding an additional 37 additional amino acids (Figure 2).

**Figure 2:**
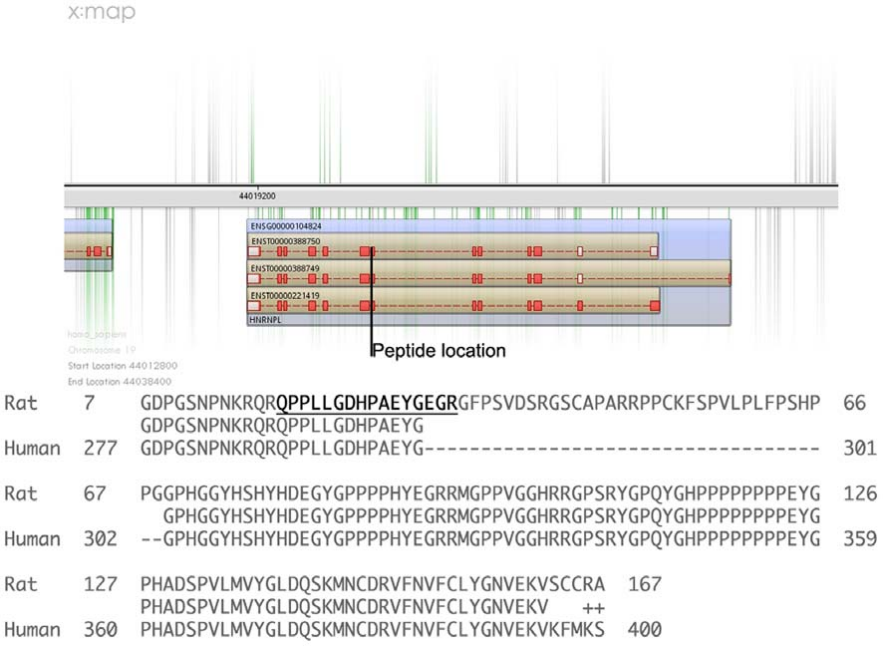
Location and nature of novel exon-3′ extending peptide in HNRNPL. **Top:** Location of peptide relative to exons. (Blue rectangle: gene; brown rectangles: transcripts; red/white rectangles: exons; red: coding, white: UTR). **Bottom:** alignment between NP_001128232.1 (hnRNPL isoform a, Rattus norvegicus) and HNRPL_HUMAN , showing location of the candidate peptide, and the retained intron found in the rat, but not the human, sequence.

**Table 3:** Pipeline predictions confirmed by comparisons to spectra obtained from synthetic peptides.

	Peptide classification	Location	Sequence	Max common ions	Up/down MCF10A	Conservation ΣR
**1**	**Positive control**	Chr:8 (−1) 145066695–145066727	AGLVGPEFHEK	78	No	25.68
**2**	**Positive control**	Chr:17 (+1) 77639940–77639975	DNLEFFLAGIGR	137	Down	33.06
**3**	**Exonic extend**	Chr:19 (−1) 44022955–44023004	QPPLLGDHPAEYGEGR	126	No	64.54
**4**	**Intergenic**	Chr:3 (+1) 197481979–197482005	TQALVEILK	81	No	9.03
**5**	**Intergenic**	Chr:2 (+1) 194761171–194761215	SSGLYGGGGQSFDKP	56	Down	0
**6**	**Intergenic**	Chr:20 (−1) 46619533–46619600	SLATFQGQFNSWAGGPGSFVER	103	No	0
**7**	**Intergenic**	Chr:8 (+1) 21164240–21164278	TVGSRAATFVAGR	52	No	0
**8**	**Intergenic**	Chr:17 (+1) 74766590–74766619	GAVPASLAPK	47	Up	0
**9**	**Intergenic**	Chr:7 (+1) 43117591–43117632	GSVRKGLGTPSGIR	52	No	0

FDR calculated following 7,000 independent comparisons between a randomly chosen set of 10 different spectra (70,000 different spectra in total) and the synthetic spectra (8,672). RT PCR-reverse transcriptase PCR; Up/down regulation in MCF10A/MCF7 cell lines was determined using iTRAQ reporters in two experimental and a single control quantitation channels.

The second peptide (Peptide 5; Table 3) fell within a region showing sequence similarity to HNRNPA1 (Table 2). This peptide prediction is located within a regional Genscan [46] (Figure 3), suggesting an open reading frame at this locus. A BLAST search and 3D homology modelling analysis predicts that the region encodes 271 amino acids (3 exons) that include the RNA binding domains necessary for a functional HNRNPA1 like protein (Figure S4), and transcript expression at this locus was again confirmed by RT-PCR. This second peptide was pseudo-tryptic (i.e. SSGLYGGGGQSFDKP), and the known HNRNPA1 protein was also identified in this dataset (ROA1_HUMAN), and a similar peptide sequence (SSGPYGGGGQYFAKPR) also contributed to the identification of ROA1_HUMAN. Given the similarity between both sequences it might appear at first sight as though the novel peptide might be erroneous. However, even though both sequences are very similar, the database searches are performed by comparing ion signatures, not amino acid sequences. It is thus important to consider differences at the spectrum level, rather than simply considering their alignments. A manual fragmentation simulation of both peptide sequences shows that they would produce very different fragmentation patterns (data not shown). In addition, both peptides were independently identified (by different spectra) in the database search, providing evidence in favour of both their existence in the proteome. It is unlikely that this peptide was simply an artefact.

**Figure 3:**
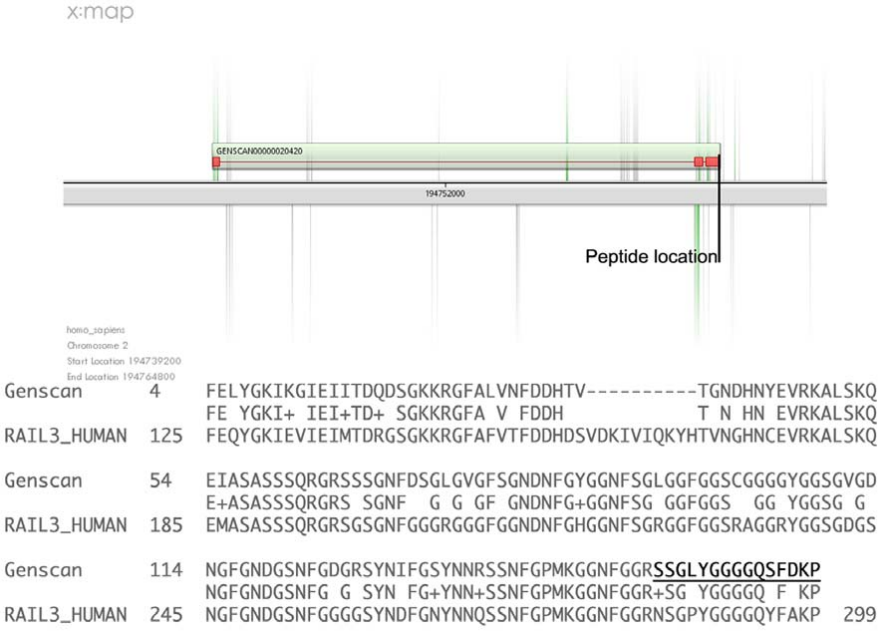
Location and nature of novel integenic peptide relative to Genscan prediction. **Top:** the peptide identified by the pipeline is classified as intronic, but is within the Genscan prediction GENSCAN00000020420. **Bottom:** the predicted protein is similar to hnRNPA1 (RA1L3_HUMAN; BLAST; Expect = 1e^−33^; 73% Identity).

The remaining 5 novel peptides (Table 3) displayed some weak similarity (expectation value>1) to human peptides, raising the possibility that some of the peptides could actually be explained by polymorphisms. However, in all cases the alignments either featured multiple mismatches, gaps, or lacked the necessary tryptic site(s) at the N or C termini. These differences would result in significantly different ion signatures, again making it unlikely that the matches are artefactual.

The lack of any strong similarity to known, well characterized, proteins (although there is cross-species sequence conservation at the DNA level) means that further characterization of these peptides would need to be performed experimentally. Seeking additional confirmation at the transcript level for these peptides is more challenging than for the two peptides described above, because the lack of additional data describing known or predicted gene-structures makes it difficult to position primers appropriately. Nevertheless, one of these sequences (Peptide 4; Table 3) was pursued further by RT-PCR (Figure S3), and transcription at that locus was again confirmed.

## Discussion

The incompleteness of current protein databases acts as a limiting factor when seeking novelty with MS/MS data. This can be minimized by a search against all possible protein products, generated by translating the entire genome in all reading frames, but is hampered by the corresponding increase in the False Discovery Rate, which makes it difficult to distinguish real events from chance occurrences [36]. The FDR is further magnified if it is necessary to search the target (and decoy) databases in batches, since the same spectrum can be assigned multiple times to different peptides. Here, for example, the FDR following the pre-screening stage was estimated at ∼40%, dropping to 5.0% following the second database search; a consequence of the removal of 90% of the candidate peptides by competition. Note that the shrinkage of the database is not the reason for this drop, since all possible decoy hits were included in the second search. This shows that it is possible to perform useful 6-frame translated searches against the entire human genome whilst controlling the FDR to reasonable levels; further supported by the successful confirmation of a subset of the candidate peptides by a different MS/MS approach.

We also considered using mRNA data to confirm the existence of transcription at each putative locus of translation. 

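Total RNA of MCF7, a breast cancer cell line of luminal type that carries the estrogen receptor, and of MCF10A, a non-tumourigenic line of breast epithelium, was hybridised to Affymetrix Exon arrays, on which short probes are grouped into probesets for exons or parts of exons. There were 6 arrays, 3 of MCF7 and 3 of MCF10A. The sample titles call the arrays of a line biological replicates and shorten MCF10A to MCF10, whereas the description of the series speaks of technical replicates. The p-values given for these arrays therefore measure the spread between arrays, which may be technical. The authors processed the scanner files with the affy library and RMA, which corrects the background, brings the arrays to a common distribution and summarises the probes of a probeset, with probesets defined by a custom CDF file. The deposited values are on the log2 scale, with 1 value per probeset and array. Their median over all probesets lay between 4.43 and 4.45 in the 6 arrays. Across probesets, which are not independent replicates, Pearson's r was 0.956 to 0.964 for the 6 pairs of arrays of the same line and 0.921 to 0.930 for the 9 pairs of arrays of different lines.
From these values, a gene's value in an array was taken as the median over the probesets that carry that gene symbol alone, for the 18674 genes with at least 3 such probesets. MCF7 and MCF10A were compared with limma and Benjamini-Hochberg adjustment over these genes, and a gene passed the test at an adjusted p under 0.05 and an absolute log2 difference of at least 1. Background was taken from olfactory and taste receptors, on the untested assumption that breast epithelium does not transcribe most of them, and single probesets of these had high values. It was the 95th percentile of their 1631 probesets in each array, or of their 299 genes in each line. The gene lists, the tests between the lines and their thresholds were fixed before the data were examined, and later choices are named where they are given. The number of arrays limits the precision, and the summary over probesets, the minimum of probesets and the background percentile could change the numbers. Probeset coordinates and the custom CDF file were not used here.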

Two additional filters were applied based on Expressed Sequence Tag (EST) data and Affymetrix Exon arrays (data not shown). The former provides evidence that transcription has been previously observed at a given location, while the latter arrays feature many probesets targeting both EST predictions and those arising from *in silico* methods such as Genscan [46]. These can then be used to confirm transcription in mRNA samples paired with those subjected to MS/MS. 

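Most probesets of these arrays carried no gene name. Of all probesets, 357604 (25.3%) carried 1 gene symbol in the annotation used here, 15322 (1.09%) carried several and 1038263 (73.6%) carried none. An unnamed probeset may still lie in a gene, and whether a probeset was designed from an EST or from a Genscan prediction was not used here. HNRNPL, a ribonucleoprotein that regulates splicing, had 34 probesets of its own and shared none with another symbol. HNRNPA1 is an abundant ribonucleoprotein of the same class with many processed copies in the genome. It had 11 probesets of its own and 46 that also carried another symbol, which need not be that of a copy. The annotated copy HNRNPA1L2 had 15 of its own, and HNRNPA1P6, listed as HNRNPA1L1 in the annotation and as a pseudogene in the RefSeq table, had 3. The probesets with 1 symbol carried 19560 symbols, of which 16472 are current in the RefSeq table of assembly GRCh38.p14, 2966 were updated through a synonym that belongs to 1 gene and 122 were kept as given.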

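Luminal genes were mostly higher in MCF7 and basal genes in MCF10A, though 20 of 24 luminal genes were also above background in MCF10A and 19 of 25 basal genes also in MCF7. Of 24 measured luminal and estrogen receptor genes, 23 were higher in MCF7 and none was higher in MCF10A by limma (23 higher when adjusted over the list alone), with a median log2 difference of 2.98, also with genes at their bound. At an unadjusted p under 0.05 and any size of difference, 24 were higher in MCF7 and 0 in MCF10A. TFF1, a secreted trefoil peptide induced by estrogen, had a value of 12.73 ± 0.10 (SD, n = 3) in MCF7 and 5.61 ± 0.34 (SD, n = 3) in MCF10A, a 139-fold difference (limma, adjusted p = 8.7e-08). AGR2, a protein disulfide isomerase of the secretory pathway, was at least 30.0-fold higher in MCF7, and PGR, the progesterone receptor, at least 15.6-fold. Of 25 basal and myoepithelial genes, 24 were higher in MCF10A and none was higher in MCF7 by limma (24 when adjusted over the list alone), with a median log2 difference of -3.35, also with genes at their bound. The unadjusted p was under 0.05 for 25 higher in MCF10A and 0 higher in MCF7. KRT5, a keratin of basal cells, had a value of 13.39 ± 0.04 (SD, n = 3) in MCF10A and 5.54 ± 0.31 (SD, n = 3) in MCF7, a 230-fold difference (limma, adjusted p = 6.6e-08). The desmosomal cadherins DSG3 and DSC3 were at least 51.4-fold and at least 25.6-fold higher in MCF10A, and the basal keratin KRT14 at least 82.8-fold.
The 2 members of these lists that did not pass the test, and other single members named in this paragraph as exceptions, were chosen after their values were seen. They were STC2, a secreted glycoprotein, at a log2 difference of 0.79 and ITGB4, an integrin of hemidesmosomes, at -0.87. Among 19 mesenchymal and matrix genes, 15 were higher in MCF10A and 1 was higher in MCF7, with the same counts when adjusted over the list alone. MMP14, a membrane-bound matrix protease, was 18.7-fold higher in MCF10A and VIM, the intermediate filament vimentin, 12.4-fold. SNAI2, a transcription factor also active in basal breast cells, was 12.6-fold higher in MCF10A, and the exception was FN1, fibronectin, at a log2 difference of 1.05. THBS1, the matrix protein thrombospondin, at a log2 difference of 0.43, and the transcription factors ZEB1 and ZEB2, not above background in either line, did not pass the test. Of 17 epithelial adhesion genes, 10 were higher in MCF7 and 1 was higher in MCF10A, again with the same counts when adjusted over the list alone. GRHL2, a transcription factor of epithelial cells, was at least 35.1-fold higher in MCF7, ERBB3, a receptor of the EGF receptor family, 19.9-fold and the small GTPase RAB25 7.79-fold, whereas the membrane protease ST14 had a log2 difference of -1.11.
Outside these lists, GFRA1, a receptor for GDNF, was at least 116-fold higher in MCF7 and the growth factor BMP7 at least 74.3-fold. FGFBP1, which binds fibroblast growth factors, was at least 157-fold higher in MCF10A, LDHB, a subunit of lactate dehydrogenase, at least 105-fold, and MSN, the membrane linker moesin, at least 59.0-fold. Over all genes tested, 1691 were higher in MCF7 and 1730 were higher in MCF10A. Of the 18375 genes other than the receptors, 12390 (67.4%) lay above background in both lines, 1088 in MCF7 alone and 519 in MCF10A alone. A fold written as "at least" sets the higher line's mean against the gene background of the other line, where the gene was not above it. TFF1 in MCF10A (5.61) and VIM in MCF7 (5.18) lay just above background, so their folds are uncertain. Both values were under the 99th percentile of the receptor genes, 5.68 in MCF10A and 5.38 in MCF7. With the mean over probesets in place of the median, the fold was lower by over 1.5 times for 29 of the 73 genes that the rule for named genes took. Among these, the log2 difference was then 6.29 for TFF1, -6.58 for KRT5, -2.82 for SNAI2 and 3.68 for ERBB3. It was -5.54 for FGFBP1 and -5.84 for LDHB, both under the bounds given here.
By camera with a preset correlation, each of the 4 lists differed between the lines, at an adjusted p of 4.0e-19, 6.5e-20, 7.2e-09 and 5.4e-05 in the order given. With an estimated correlation the adjusted p was 0.00701 for the luminal list, 0.00701 for the basal list, 0.0107 for the mesenchymal list and 0.120 for the adhesion list.

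**Figure D1:**
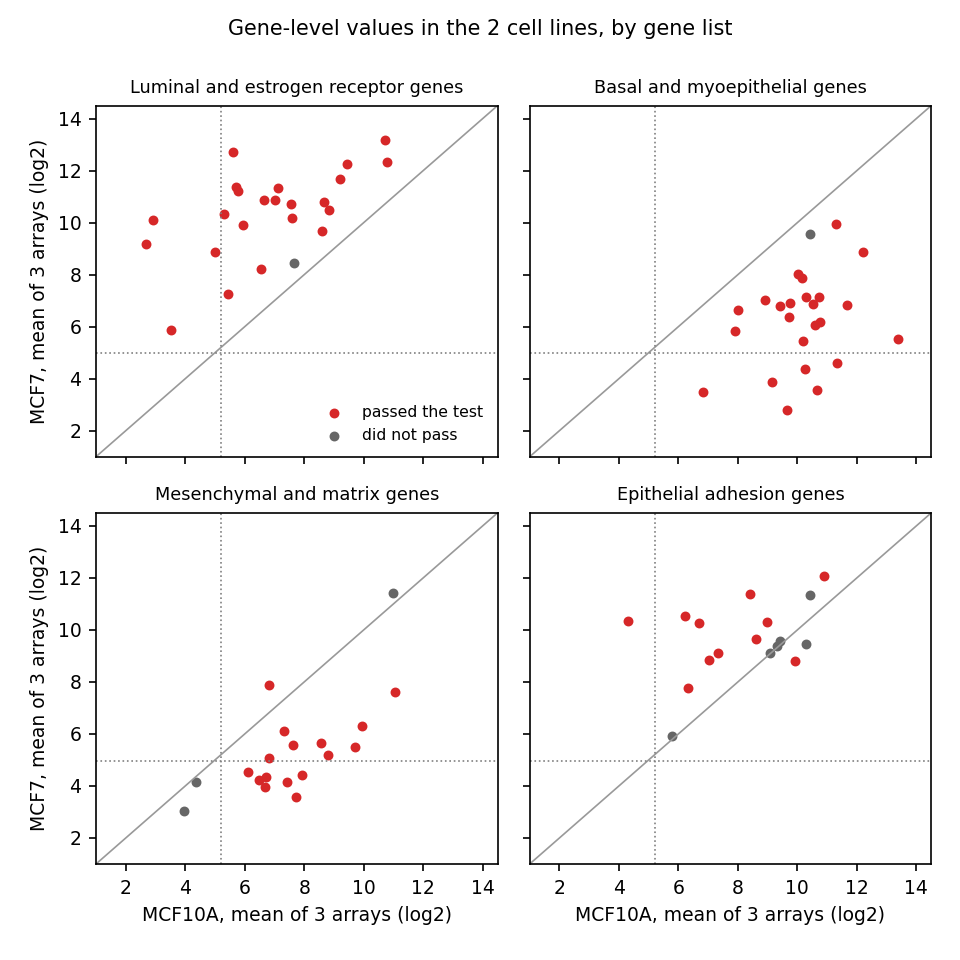
Mean RMA value (log2) of each gene over the 3 MCF7 arrays (vertical axis) against its mean over the 3 MCF10A arrays (horizontal axis), 1 point per gene, for 4 gene lists. Red points passed the test and grey points did not, the solid line marks equal values and dotted lines mark background (4.98 in MCF7, 5.21 in MCF10A); 23 of 24 luminal genes are red above the line and 24 of 25 basal genes are red below it.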

When exon array and EST filtering were applied to the orphan peptide set, these two steps resulted in all but one of the orphan peptides being rejected, including all 8 that were taken through to experimental validation. This reflects the fact that both exon arrays and ESTs remain biased towards the better characterized (and, generally, protein coding) regions of the genome. 

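HNRNPL and HNRNPA1, the genes that peptides 3 and 5 of Table 3 extend or resemble, both had values above background in MCF7 and MCF10A. The value of HNRNPL was 9.14 ± 0.06 (SD, n = 3) in MCF7 and 9.61 ± 0.13 (SD, n = 3) in MCF10A, a log2 difference of -0.47 (limma, adjusted p = 0.00995) that is under the minimum of 1. With the mean over probesets it was -0.066 (limma, adjusted p = 0.498), while the adjusted p was 0.00117 to 0.0394 under the other alternatives. Of its probesets, 28 lay above background in MCF7 and 27 in MCF10A. HNRNPA1 had a value of 9.43 ± 0.34 (SD, n = 3) and 9.80 ± 0.10 (SD, n = 3) in MCF7 and MCF10A (log2 difference -0.37, limma, adjusted p = 0.133). The log2 difference of HNRNPA1 was -0.17 without MCF7 replicate 2, -0.48 without MCF7 replicate 1 and -0.19 with the mean over probesets. With probesets above background in at least 1 line, HNRNPA1 was at -0.39 (limma, adjusted p = 0.0134), also under the minimum. For its copies the values in MCF7 and MCF10A were 5.97 ± 0.29 and 6.27 ± 0.27 (SD, n = 3 each) for HNRNPA1L2 and 7.34 ± 0.17 and 7.49 ± 0.25 (SD, n = 3 each) for HNRNPA1P6, and neither passed the test. Probesets of HNRNPA1 and of its copies can bind each other's RNA, so these values are uncertain, and values of different genes do not rank their RNA. RPL14, the ribosomal protein used as the RT-PCR control, had a value of 11.13 ± 0.22 (SD, n = 3) in MCF7 and 11.82 ± 0.08 (SD, n = 3) in MCF10A, a log2 difference of -0.69 (limma, adjusted p = 0.00394) that is also under the minimum. With the mean over probesets RPL14 was at -0.992 (limma, adjusted p = 1.7e-05), just under the minimum, and HNRNPA1L2 at -0.59 (limma, adjusted p = 0.0013).
All 26 measured heterogeneous nuclear ribonucleoproteins lay above the gene background in both lines. Of the 15 probesets of HNRNPA1L2, however, only 6 lay above the background of probesets in MCF7 and 9 in MCF10A. By limma none passed the test, also when adjusted over the list alone. At an unadjusted p under 0.05 and any size of difference, 5 were higher in MCF7 and 11 were higher in MCF10A. Their log2 differences ran from -0.85 for HNRNPDL to 0.67 for PCBP2, and HNRNPU and HNRNPR were at -0.71 and -0.70. The camera test of the list gave an adjusted p of 0.133, and 0.252 with an estimated correlation.
These are values of whole genes. Without probeset coordinates, the signal at the peptide loci themselves and the exon array filter were not analysed here, and the paper's text gives no threshold for that filter.

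**Figure D2:**
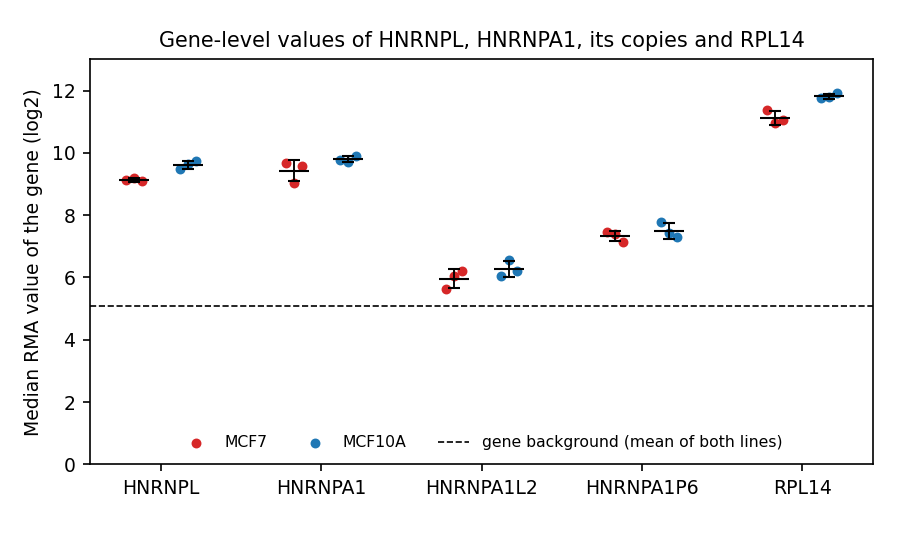
Median RMA value (log2) of the probesets of HNRNPL, HNRNPA1, the HNRNPA1 copies HNRNPA1L2 and HNRNPA1P6, and RPL14 in each of 3 MCF7 arrays (red) and 3 MCF10A arrays (blue). Horizontal bars are means, error bars are SDs and the dashed line is the gene background averaged over both lines; every array lies above it for each of the genes.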

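Probesets named for a gene were above background far more often than unnamed ones. In MCF7, 58.6% ± 1.11 (SD, n = 3) of the named probesets and 17.7% ± 1.01 (SD, n = 3) of the unnamed probesets exceeded the background of their array. In MCF10A the shares were 57.4% ± 0.786 (SD, n = 3) and 16.5% ± 0.506 (SD, n = 3). The difference between named and unnamed probesets was 41.0 ± 0.195 percentage points (SD, n = 6 arrays) and was above 0 in 6 of 6 arrays (exact two-sided sign-flip test, p = 0.03125, the smallest that 6 arrays allow). All arrays carry the same probesets, so this SD and p measure only how the difference repeats between arrays. As unnamed probesets are more numerous, 195940 of them were still above background in at least 1 line, beside 234037 named ones. With the 99th percentile of the receptor probesets as background, the unnamed shares fell to 5.89% in MCF7 and 5.13% in MCF10A and the named shares to 36.3% and 34.4%. The shares describe the annotation used here and not the distance of a probeset from a known exon. The paper states that the rejection of nearly all orphan peptides by the exon array and EST filters reflects a bias of both sources to better characterised, mostly protein coding regions.

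**Figure D3:**
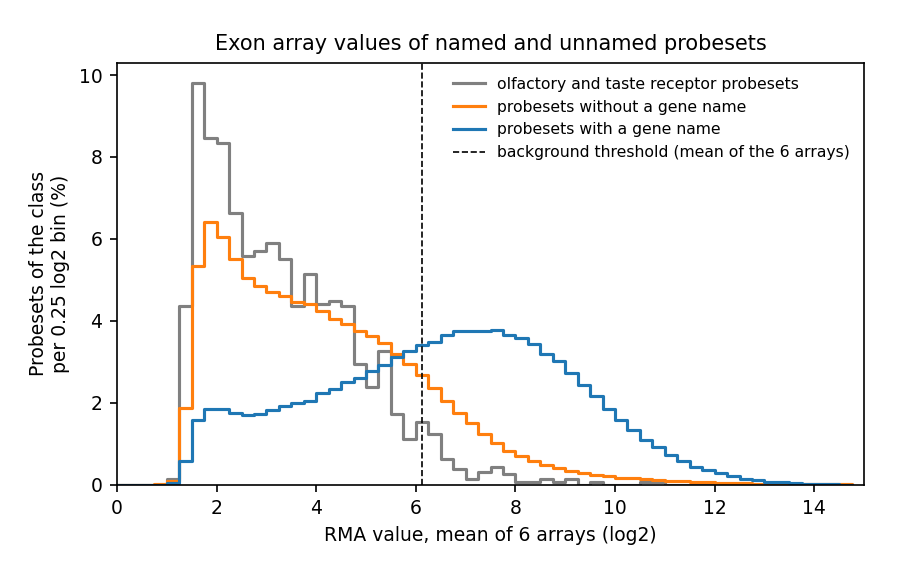
Distribution of RMA values (log2, mean of the 6 arrays, horizontal axis) as the percent of probesets of a class in each bin of 0.25 (vertical axis), for probesets with a gene name (blue), without one (orange) and of olfactory and taste receptors (grey). The dashed line is the background threshold averaged over the 6 arrays; most named probesets lie to its right and most unnamed and receptor probesets to its left.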

As an extra validation step, we therefore used RT-PCR to confirm transcription for a subset of peptides, but this is not scalable across a large dataset. Clearly, technologies such as tiling arrays or next-generation sequencing may be used to provide a more global assessment of transcription [47], but since a substantial proportion of the human genome is now thought to be transcribed, these data may not prove to be particularly discriminatory. Additional resources might therefore be better directed at downstream validation, rather than further upstream filtering, or at increasing the coverage of the MS/MS data, since even if transcription is found at a given locus, this not conclusive evidence of translation.

Current mass spectrometry techniques are unable to resolve all proteins in a complex mixture, such as that arising from higher eukaryotic cells, and are biased towards high abundance peptides [48]. A recent meta-analysis of 2D proteomic data performed by Petrak *et al.* [49] revealed that similar lists of differentially expressed proteins are repeatedly reported by different researchers, regardless of the underlying experimental conditions, and similar concerns have also been voiced with respect to LC-MS/MS analyses, despite the greater proteome coverage that they offer [50], [51]. Thus, even though the dataset described here is likely to contain mostly high abundance, housekeeping proteins, we successfully identified and validated a novel isoform, a new gene paralogue and five putative novel coding regions, and predicted many more with high statistical significance. Given not only the stringency of the pipeline but also the cutoffs chosen for the validation by synthetic peptide, it is likely that the majority of these other peptides predicted by the analysis pipeline may also be real.

These results are also interesting because the first dogma of molecular biology – that DNA makes RNA makes protein – has dominated in the methodologies used to identify novel proteins, which are almost always inferred from known or predicted gene or transcript sequences. Advances in mass spectrometry offer an alternate route, in which novel genes can instead be inferred directly from experimental evidence at the peptide level. This relies on a different set of hypotheses and assumptions, and thus a different pattern of true and false positives. With stringent filters and appropriate validation, our methods successfully identify novel proteins that are not found using conventional techniques. As technology continues to improve, allowing the detection of lower-abundance peptides, such an approach will become increasingly powerful.

## Methods

### Protein Preparation and iTRAQ Labelling

2×10^6^ cells were washed with PBS, centrifuged at 500×g for 5 minutes and the dried pellet lysed in 0.5 M triethylammonium bicarbonate +0.05% (w/v) SDS. Protein was digested and iTRAQ labelled as described previously [52]. Briefly, 100 µg protein in 20 µl was reduced with 2 µl 50 mM tris-(2-carboxyethyl)-phosphine (TCEP) at 60°C for one hour and then alkylated with 1 µl of 200 mM methylmethanethiosulphate (MMTS) in isopropanol at room temperature for 10 minutes. Protein was digested by addition of 10 µl trypsin at 0.5 µg/µl and incubated at 37°C overnight. One unit of iTRAQ reagent (Applied Biosystems, Warrington, UK) was thawed and reconstituted in 70 µl of ethanol, with vortexing for 1 minute. The reagent solution was added to the digest and incubated at room temperature for one hour. Labelling reactions were then pooled prior to analysis. Two technical replicates were performed. MCF7 cells were labelled with 114 and 116 reporter ions, MCF10A with 115 and 117. Both cell lines were obtained from ATCC (LGC Standards, Middlesex, UK).

### Liquid Chromatography and Mass Spectrometry

Pooled labelled peptides were analysed as previously described [52]. Briefly, peptides were fractionated on an SCX cartridge (Applied Biosystems) in 10 mM K2HPO4 (pH 2.7)+20% ACN, with KCl concentration increasing in 50 mM steps from 50 mM to 500 mM. Peptide fractions were dried, and re-suspended in 240 µL 2% v/v ACN/0.1% v/v formic acid. 60 µL was loaded onto a 15cm reverse phase C18 column (75 µm i.d.) using an LC Packings UltiMate™ pump and peptides separated on a 80 min gradient from 5% to 40% v/v ACN/0.1% v/v formic acid on-line to a QSTAR® XL mass spectrometer.

### Six-Frame Translation Database

The complete human genomic sequence (Homo_sapiens.NCBI36.47) was translated in all reading frames. The translation of the genomic DNA started from the first, second and third nucleotide on each strand of each chromosome and ended whenever a stop codon was encountered. Triplets were translated according to the standard genetic code (IUPAC), to assign a one letter symbol for each amino acid and a ‘*’ symbol for a stop codon. A unique accession number that could be recognised by ProteinPilot (e.g. 1P_HUMAN) was assigned to each protein sequence and the genomic coordinates were recorded. Triplets containing ambiguity codes (i.e. ‘N’, ‘H’, ‘R’ etc.) were ignored, as were sequences shorter than six amino acids in length, and those which did not contain Arginine (R) or Lysine (K) (R and K not followed by Proline are the trypsin cleavage sites). Chromosome Y was not included (i.e. breast cancer cell lines). A total of 170,642,968 putative proteins were generated using Ensembl release 47.

### Relative Quantification and Peptide Assignments

iTRAQ data analysis and peptide/protein database searches were performed using ProteinPilot (version 2.0, Applied Biosystems, Warrington, UK). The uninterpreted spectra (118,184) were searched once against the human Celera protein database: human_KBMS5.0.20050302.fasta (187,748 proteins), and once against the six-frame database (one chromosome at a time). Only peptide matches with a confidence > = 95% were considered. The proteolytic cleavage was set to trypsin and the program was configured to report methylmethanethiosulphate (MMTS) as a fixed modification.

### Identification of Orphan Peptides

The list of Celera > = 95% confidence peptides that contributed to the protein identification (contribution>0) were compared to the complete list of the six-frame (regardless of their confidence/contribution), and vice versa. This accounts for cases when a given peptide sequence was assigned in both searches but the percentage confidence was different. Only exact matches were considered and isoforms, sequence differences between databases, polymorphism etc., were not included. A similar comparison based on the spectra rather than on peptides was also performed.

### Celera Peptide Mappings

The list of Celera peptides was locally BLAST searched (–M PAM30 –e 100 –W 2) against the human Ensembl [42] peptide database (Homo_sapiens.NCBI36.47.pep.all.fa) in order to retrieve Ensembl transcript IDs. This approach indirectly compares the Celera and the Ensembl databases. Minor discrepancies between the two databases therefore resulted in a small number of peptides not being mapped. The high e-value set for the BLAST search ensured that almost all possible hits were obtained. Nevertheless, only exact peptide matches of the same length as the query length were extracted. Finally, a BioPerl Ensembl API script [53] was used to pull out the peptides' genomic coordinates. For peptides located within exon-exon junctions, two sets of coordinates were retrieved. Similarly, a peptide sequence that exists in more than one place in the genome (e.g. shared between protein families), would also have more than one set of coordinates. These ‘multi-target’ peptides were excluded from further analysis.

### Mapping of the Six-Frame Peptides

In order to retrieve the exact genomic coordinates of the six-frame peptides, the parent putative proteins (ORFs) were retrieved from the six-frame database using fastacmd accompanied by the six-frame unique ID. Since the genomic coordinates were initially recorded during the database construction, it was possible to calculate the exact genomic position of the peptides simply by positioning the peptide sequences within their parent protein sequences. The BioPerl and Ensembl API script were also to confirm the exact location of the peptides, as described above. This accounts for cases when ProteinPilot assigned more than one unique accession to a given peptide (i.e. mapped to more than one place in the genome).

### The Exon Junction Database

The database was constructed using a list of all protein coding transcripts, as retrieved from X:Map. The exon sequences, along with the coordinates of their transcripts were retrieved. The 5′ and the 3′ sequence ends (54bp) of the exons were extracted, concatenated, shuffled and translated in three frames (the strand is known), so as to include all possible splice variants junctions. In cases where the exon ends were shorter than 54 bp the entire exon sequence was included. In addition, for 5′-terminal exons, only 3′ ends were used, whereas for 3′-terminal exons the 5′ ends were used.

### Analysis of Celera Unique Peptides

A considerable fraction of Celera peptides could not be identified by the search against the six-frame database. These were mapped back to their genomic coordinates, as before, while junction peptides were identified if two sets of coordinates were retrieved (in the same locus), or if they perfectly matched exon-junction database entries, following a BLAST search.

### Positioning & Grouping of Six-Frame Unique Peptides

‘Orphan’ peptides were positioned within the genome structure and classified according to their location using the exonmap library [41] in R/BioConductor. The exonmap R package supports a series of queries that enable direct mapping between probesets, exons, genes and transcripts to be made. The peptide coordinates were used to querying X:Map as follows: Firstly, each set of coordinates was used to search for a gene that may be found within its range. Secondly, each set of coordinates was used to search for an exon that may be found within its range. Then, the differences between the two search results and the initial list were identified, allowing peptides to be classified as exonic, intronic and intergenic. The ‘multi-targeted’ peptides were excluded from further analysis.

Exonic peptides were allocated to three subgroups (‘In-Frame’, ‘Not in frame’, ‘Extending’), based on whether they occur on the same frame as the exon from which they were originated (based on whether the peptide could be positioned within the translated transcript), or alternatively whether they extend their corresponding exon coordinates based comparison, Perl script).

### Pseudogene Filtering

The peptide's genomic sequences were retrieved using a BioPerl Ensembl API script. Thereafter, these sequences were BLAST searched against the manually curated human cDNA pseudogene database (Homo_sapiens_VEGA_jan_cdna_pseudo.fa, downloaded from ftp://ftp.sanger.ac.uk/pub/vega/). Only exact matches (peptides with 100% identity, same length, and same strand as the query sequence) were filtered out.

### Microarray Data Analysis

Briefly, 6 CEL files representing 6 chips (3 MCF7 and 3 MCF10A) were analysed. All analyses were performed using BioConductor/R [54] and the stored procedures found in the exonmap package , as described in [14]. Raw expression data were processed in R using the ‘affy’ BioConductor library. Expression summarisation was performed using RMA [55] with chip definitions supplied via a custom CDF file, as described in [14]. All data have been submitted to GEO (accession: GSE19154).

### EST Evidence

The peptide's genomic sequences were retrieved as above and BLAST searched against the human EST database (human_est.fasta, downloaded from ftp://ftp.ncbi.nlm.nih.gov/BLAST/db/FASTA/). Only exact matches (peptides with 100% identity, same length, and same strand as the query sequence) were retained.

### Repeat Region Filtering

The peptides' genomic coordinates were used to query the Ensembl API in order to exclude peptides that originated from repetitive regions.

### Conservation Across 10 Species

The peptides genomic coordinates were used to query the Ensembl API in order to assess the conservation of the peptides among different species (human, chimp, rhesus, cow, dog, mouse, rat, opossum, platypus, and chicken). Ensembl provides a nucleotide level GERP (Genomic Evolutionary Rate Profiling) scoring [43], that reflects the amount of inferred substitution, which in turn allows the identification of constrained elements. The substitution rate for each nucleotide was calculated as R = Σ(Expected-Observed) and a ΣR (sum of scores across the peptide) was calculated for each peptide and divided by its length. If scoring at that region was not available, R was reported as 0 and therefore ΣR = 0, while a positive ΣR should be expected in conserved regions and vice versa. In order to choose an appropriate cutoff value, 5,537 real exonic (Celera peptides with >99% confidence, FDR = 0.11%) and the ‘intergenic’ group of six-frame peptides (1,441 peptides with >99% confidence and FDR = 19.04%) were assessed and both distributions of ΣR values were plotted (all ΣR = 0 were removed). A non-parametric test (Wilcox rank sum test, wilcox.test command, R package) was performed to examine whether there was a difference between the two distributions, and a cutoff was chosen accordingly.

### Reverse Database and False Discovery Rate Calculations

Reverse database searches were performed using the PSPEP program [40] (Proteomics System Performance Evaluation Pipeline, ABI) that operates together with ProteinPilot. Since PSPEP estimates the false discovery rate within the concatenated database rather than the FDR solely within the target database, we estimated the FDRs under a given confidence threshold (95% & 99%) for each target database as discussed in [37], [38] FDR = (False positives/(False Positives + True Positives))*100 [37], [38].

### Second Database Search Against Modified Celera Database

A database search was performed (settings as above) against a modified Celera database that includes, all Celera database entries (187,748), the 3,542 putative novel protein sequences (3,503 accessions) and all decoy hits reported by ProteinPilot (regardless of their assigned confidence) following the pre-screening stage (3,581 accessions).

### Peptide Synthesis

Following re-identification of the putative novel peptides by the second database search, a manual examination of the corresponding 40 spectra was carried out. In total, 8 peptides were chosen along with 2 positive controls and synthesized (Eurogentec, minimum of 5mg of each with >70% purity). The peptides were iTRAQ labelled and subjected to LC-MS/MS analysis using the same settings as before, leading to the generation of 8,672 spectra.

### Comparisons of Fragmentation Patterns

Both the synthetic (8,672) and the original 118,184 spectra were converted to mgfs format (Mascot generic file) using ProteinPilot. Thereafter, the 10 original spectra (8 putative novel peptides and 2 positive controls) were extracted and compared to the synthetic spectra (4,531 scores). Pairs were scored by counting the number of common ions (excluding iTRAQ ions and potential ammonium ions, m/z>160). In order to generate random scores, 10 spectra (different from the original 10 peptide sequences) were randomly chosen from a pool of 118,105 spectra. This step was repeated 7,000 times (without replacement). Therefore, 70,000 random spectra were compared to the synthetic spectra (59.23% of the dataset), generating 518,112 random similarity scores. This was then used as a null distribution from which the FDR was calculated, as in [56].

### Homology Modelling and Structural Alignment

The protein sequence obtained from Genscan prediction (GENSCAN00000020420) was used for homology modelling in order to predict its 3D structure. This was performed using Swiss model [57] (automated mode settings), followed by structural alignment to its template using PyMOL [58].

### Reverse Transcription PCR

Total RNA was isolated from MCF7 and MCF10a cells using the Qiagen RNeasy kit (Qiagen, Sussex, UK). Genomic DNA was digested using RNase-free DNase (Qiagen, Sussex, UK). Reverse transcription was performed using Taqman reverse transcription reagents (Applied Biosystems, Foster City, CA, USA). The reaction included 1 µg total RNA, 2.5 µM random hexamers, Taqman RT buffer, 5.5 mM Magnesium Chloride, 500 µM each dNTP, 0.4 U/µl RNase inhibitor, 1.25 U/µl Multiscribe reverse transcriptase and RNase-free water to a total volume of 100 µl. The mixture was incubated at 25°C for 10 min, 48°C for 30 min and 95°C for 5 min.

PCR was performed using 1 µM each primer, 100 ng cDNA, 100 µM each dNTP, 2.5 U Taq polymerase, polymerase buffer and RNase-free water to a volume of 25 µl. Cycling conditions included denaturation at 94°C for 5 min, 35 cycles of 1) denaturation at 94°C for 30 sec 2) annealing at 60°C for 30 sec and 3) extension at 72°C for 1 min, finishing with a final extension of 72°C for 5 min. PCR fragments were resolved using the MultiNA Microchip Electrophoresis System (Shimadzu Biotech, Milton Keynes, UK).

Primer sequences: Control set (Left -TCCTCAAGTTTCCGCACAGT Right- GGCTGCCCATTTTGTATTGA, Product size - 82), Peptide 5 set (Left –TCAGTGGTCTTGGTGGCTTT, Right – CCACCATAGAGGCCAGAACT, Product size – 208), Peptide 3 set (Left – GCAGCAACCCCAACAAAC, Right – CCCTGCCCTCACCATATTCT, Product size – 75), Peptide 4 set (Left – CATTGGGGTGGGAAAAAGTT, Right – GGCCATTGTTGCACAGAGAG, Product size – 187).

## Supporting Information

Figure S1 Comparison between real and random spectra pairs. A) The distribution of the number of matching ions between random pairs (red, 518,112 scores) and “real” pairs (blue, 4,531 scores). The locations of the spectra identified in this assay are indicated by their reference number in table 3; two positive controls (1–2) and all putative novel peptides (3–9). B) The calculated FDR against the number of matching ions between spectra pairs.
(0.13 MB TIF)

Figure S2 Comparison between real and synthetic peptide sequences. Spectra from real (top) and synthetic peptides (bottom) for two positive controls (1–2) and all putative novel peptides (3–9)
(1.22 MB TIF)

Figure S3 Reverse Transcription PCR confirms transcript expression at loci corresponding to novel peptides. Primer sets specific to peptides 3, 4, 5, Table 3, were used to positively identify gene transcription by RT-PCR. The ribosomal protein L14 (RL14_HUMAN) was used as a positive control. Reverse transcription reactions were also performed in the absence of reverse transcriptase (RT) to confirm complete DNase I digestion. UM = Upper markers, LM = Lower markers. Expression for all targets was confirmed in MCF10A, while transcription for peptide 5 was inconclusive in MCF7.
(0.25 MB TIF)

Figure S4 3D structure of putative novel protein sequence. Protein sequence of GENSCAN00000020420 superimposed to crystal structure of UP1 complexed with D(TTAGGGTTAG(2PR)G) a human telemoeric repeat containing 2-AMINOPURINE (gold, PDB Accession 1u1r; X-RAY, Resolution: 1.80); Modelled by Swiss model server (Automated mode) [57]. Structures were superimposed using PyMOL.
(0.59 MB TIF)

How the deposited data were processed for this re-analysis (not part of the article)

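The samples were 6 Affymetrix Exon arrays, 3 of MCF7 and 3 of MCF10A, grouped by the cell line named in the labels and in the paper's methods. The deposited values are log2 values that the authors made from the scanner files with RMA and the affy library (both named in the submitters' processing notes, versions not given in the sources used here) and a custom CDF file. No scanner file was used. Replicates were not pooled, and no column of values was left out.

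From the deposited log2 values, gene values were computed as the median over the probesets of 1 gene symbol, with at least 3 probesets. Probesets with several symbols were used only in the shares above background and in the test of single probesets. Older symbols were updated through synonyms of the RefSeq table of assembly GRCh38.p14, which was also used for the order of genes along chromosomes. MCF7 and MCF10A were compared in R 4.3.3 with lmFit and eBayes of limma 3.58.1, with Benjamini-Hochberg adjustment, at 4 residual degrees of freedom before moderation, for genes and for single probesets. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 15 lists, and again with an estimated correlation. Differential probeset use was tested with the F test of diffSplice on probesets whose mean lay above background in both lines, in genes with at least 3 of them. Background was the 95th percentile of olfactory and taste receptors. Tables were handled with data.table 1.17.8.

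The lists held luminal and estrogen receptor genes, basal and myoepithelial genes, mesenchymal and matrix genes, epithelial adhesion genes, heterogeneous nuclear ribonucleoproteins, genes of the amplified regions of MCF7, cell cycle genes, interferon response and antigen presentation genes, fatty acid and cholesterol synthesis genes, inflammatory cytokine and chemokine genes, markers of fibroblasts, blood cells and endothelium, cytosolic ribosomal proteins, and the receptors. Genes were named by a rule. It took genes named by the paper, the 10 genes with the largest log2 difference in each direction among genes that passed the test, with no overlap between the arrays of the lines and the higher line above background, up to 4 members with the largest difference in each list described, and CDKN2A, MTAP and CASP3, listed in the rule as deletions, without a test of which line lost them. Members given as exceptions to a list were chosen after their values were seen. CASP3 and other genes with fewer than 3 probesets of their own were not analysed here.

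The functions were tested on simulated data built from the means and spreads of the 6 arrays. Of genes changed by known amounts among 18674, 83.0% were recovered at a log2 difference of 1.5 and 98.0% at 3, and 2 unchanged genes passed the test. In simulated probesets of 14343 genes, diffSplice found 99.5% of the genes made to differ and called 1.32% of the others. Of the simulated calls 48.4% were false, far more than the adjusted p allows, so the calls of diffSplice on these data may hold more false ones too. The cause was not tested, and the simulated spreads, each estimated from 6 arrays, may differ more between probesets than the true ones.

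Alternatives covered the gene summary, the minimum of probesets, filters on dim genes and probesets, centring and quantile normalization, an intensity trend in the variance, the replicate number as a block, leaving out each array, other background percentiles, other minimum differences, the Simes test and an estimated correlation between genes. The number of arrays limits the precision.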

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

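The test of probesets that differ in opposite directions within a gene, and the other sets and alternatives for the share of unnamed probesets called, were chosen only after the result was seen. The paper does not report a comparison of MCF7 with MCF10A on the arrays, and of the genes and probesets here it discusses few, so each result is a signal outside those it discusses. By limma, 1691 genes were higher in MCF7 and 1730 were higher in MCF10A. Among 10 splits of the 6 arrays into 3 and 3, 1 split, the real one, gave a result as large (3421 genes, 0 at most in the others). For single probesets, 1 split, the real one, gave 90051 calls, with 0 at most in the others. For both, 10 splits are too few for a share under 0.05.

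Unnamed probesets were above background at 17.7% in MCF7 and 16.5% in MCF10A, and of all unnamed probesets 18523 were higher in MCF7 and 14033 in MCF10A, 15807 of these below background in both lines. If the signal above background did not depend on the RNA of the line, as with unspecific binding equal in both lines, under 1% of those probesets would differ. Over 5% was set to exclude this as the source for all of them. It could not exclude it for probesets that do not differ, nor binding of RNA from other genes that differ between the lines. Of 195940 unnamed probesets above background in at least 1 line, a set that the difference itself helps to choose, 8.55% differed, and without single arrays 5.40% to 6.58%, lower by over 1.5 times without MCF7 replicate 1 (5.44%), 2 (5.40%) or 3 (5.40%) or MCF10A replicate 3 (5.58%). In 168795 chosen by the mean of the 6 arrays 5.88% differed (3.47% to 4.51% without single arrays, 3.86% with the replicate number as a block). In 148159 above background in both lines 3.77% differed (1.99% to 2.82% without single arrays, 2.24% with the block), and in 842323 below it in both 1.88%. The share thus lies between or past the bounds by the set and the arrays used, so signal that does not depend on the line stays open. Binding of RNA from other genes that differ between the lines stays open too. So do transcripts outside annotated genes and parts of known genes that the annotation does not name, since no probeset coordinates were used.

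Probesets of 1 gene differed unequally between the lines in 5694 of 13403 genes (42.5%) by diffSplice, where 1 of 10 splits, the real one, gave as many and the highest of the others gave 5, too few splits for a share under 0.05. The other splits mix the lines within groups, so they cannot test chance here either. One technical explanation is compression of differences in dim or saturated probesets: of 4733 genes with an absolute log2 difference under 0.25, 19.6% were called, between the 5% that compression would stay under and the 20% that would exclude it. Of genes with an absolute log2 difference of at least 1, 80.1% were called. Unequal compression would also give such a rise with the difference of the gene. In the 1802 called genes with at least 5 probesets and an absolute log2 difference of at least 1, the median Spearman's rho between the level of a probeset and the size of its difference was 0.036, between the 0.2 that compression would exceed and the 0 that would exclude it. Probesets that passed the test in both directions were held by 38 of the called genes (0.667%), although 2928 (51.4%) held at least 2 probesets that passed. Compression would stay under 1%, and over 5% would exclude it, so the share lies on the side of compression. It does not decide, since each probeset must pass on its own and a different use of exons would also give a low share. Compression and a different use of exons in the lines, the biological explanation, cannot be told apart for these genes. The test also made false calls in simulated data, for 1.32% of the genes not made to differ, and the share of false calls here was not measured.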

How the results depend on the processing

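The alternative without both replicate 1 arrays was chosen after seeing the data. Signal over background limits what dim genes can show. The counts of genes called, genes above background in both lines and genes with differential probeset use stayed within 1.5 times of their values under the other summaries, filters, scalings and left-out arrays (3417 to 3460 genes called and 4213 to 6885 with differential probeset use without single arrays), except as follows. Without a minimum log2 difference 8157 genes passed (4072 higher in MCF7, 4085 in MCF10A), and at a minimum of 2, 1094 (516 and 578), as the threshold sets. With the 99th percentile as background, 3011 genes had differential probeset use, from fewer genes tested.

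Named shares above background were 36.3% in MCF7 and 34.4% in MCF10A with the 99th percentile, 87.9% and 87.4% with the receptor median, and 81.7% and 81.7% with the unnamed median. Unnamed shares were 5.89% and 5.13%, 64.4% and 63.2%, and 50.0% and 50.0%, the last by construction. Named shares were higher under each, and the smallest difference was 23.9 percentage points, with the receptor median.

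Without single arrays, 58205 to 68780 probesets were called (28974 to 37333 higher in MCF7, 28663 to 31447 in MCF10A), fewer by over 1.5 times without MCF7 replicate 1 (59013), 2 (58205) or 3 (58452) or MCF10A replicate 3 (59422), with fewer arrays tested.

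With an estimated correlation 6 lists differed, in place of 10: epithelial adhesion (median 1.20), cell cycle (-0.46), fatty acid and cholesterol synthesis (-0.23) and ribosomal proteins (-0.14) lost the call. The ribosomal list also lost it with at least 10 probesets per gene (-0.19), quantile normalization again (-0.096), probesets above background in at least 1 line (-0.093), and without MCF7 replicate 1 or 2 or MCF10A replicate 3 (-0.167 to -0.113 over left-out arrays). The camera direction turned for lists past no threshold: endothelial markers with the mean over probesets (median -0.072), at least 10 probesets (-0.111), probesets above background (-0.082), without both replicate 1 arrays (-0.047), and without MCF7 replicate 3 or MCF10A replicate 1 (-0.085 to 0.067 over left-out arrays); blood cell markers (0.213) and receptors (-0.043) with probesets above background. The cause was not tested.

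Deviations of same-numbered arrays from their line means correlated across genes at 0.151, 0.0715 and 0.0320, and at 0.342, 0.162 and 0.141 in the brighter genes, where MCF7 replicate 2 and MCF10A replicate 3 did so at 0.166. Not every array correlated best with its own number, and whether the numbers pair the arrays stays open. With the number as a block, 3421 genes, 63105 probesets, 6712 genes with differential probeset use and 10 lists passed, and no call of a list changed. With the mean over probesets, 29 of 73 named genes had folds lower by over 1.5 times. The alternatives on the distance from a peptide were not run, as no probeset coordinates were used.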

Other observations

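Genes of inflammatory signalling were mostly higher in MCF10A. Of 22 cytokine and chemokine genes, 16 were higher in MCF10A and none was higher in MCF7 by limma (16 when adjusted over the list alone; at an unadjusted p under 0.05, 1 was higher in MCF7), and the adjusted p by camera was 0.0121 with an estimated correlation. The interleukins IL1A, IL18 and IL1B were at least 16.3-fold, at least 17.7-fold and at least 8.83-fold higher in MCF10A, and S100A8, a calcium-binding protein of inflamed epithelia, was 22.3-fold higher. In MCF7 S100A8 lay just above background (5.05) and under the 99th percentile of the receptor genes (5.38), so its fold is uncertain. Its log2 difference was -4.48, and -3.54 with the mean over probesets. Of 27 interferon response and antigen presentation genes, 11 were higher in MCF10A and none in MCF7 (11 when adjusted over the list alone; 4 higher in MCF7 at an unadjusted p under 0.05), with an adjusted p of 0.0333 with an estimated correlation. PSMB8, a subunit of the immunoproteasome, was at least 13.6-fold higher in MCF10A and BST2, which tethers budding viruses, at least 4.08-fold (log2 difference -1.62 with the mean over probesets, under that bound). IFIT3 and IFIT2 lay just above background in MCF10A (5.32 and 5.23) and were at least 1.27-fold and 1.19-fold higher there. The median log2 difference of the interferon list was -0.77, but -0.34 with genes at their bound. Of 29 cell cycle genes, 6 were higher in MCF10A and none in MCF7 (6 when adjusted over the list alone; 1 higher in MCF7 at an unadjusted p under 0.05), among them CENPF, a kinetochore protein, at 6.65-fold and CDC6, which loads the replicative helicase, at 3.18-fold. Of 23 genes of fatty acid and cholesterol synthesis, 8 were higher in MCF10A and 1 in MCF7 (the same counts when adjusted over the list alone). FDPS, farnesyl diphosphate synthase, was 4.48-fold and ELOVL6, a fatty acid elongase, 4.19-fold higher in MCF10A, while the transcription factor SREBF1, chosen after its value was seen, had a log2 difference of 1.03. With an estimated correlation the adjusted p was 0.0977 for the cell cycle list and 0.120 for the fatty acid list.

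Few markers of other cell types passed the test. Among 10 fibroblast markers, FAP was at least 3.81-fold higher in MCF10A and the other members did not pass the test. Among 9 blood cell markers, CD14 alone passed it, at least 9.10-fold higher in MCF10A (log2 difference -2.33 with the mean over probesets and -3.16 with probesets above background, both under that bound). Among 10 endothelial markers ENG was 4.15-fold higher in MCF10A and EMCN, not above background in either line, was higher in MCF7. The fibroblast list had a median log2 difference of 0.0019 but a mean of -0.44, and camera gave the direction of the mean. The endothelial list had a median of -0.0043 but a mean of 0.018, and camera again gave the direction of the mean, which turned under settings given with the processing. Their adjusted p by camera was 0.687 and 0.892, and that of the blood cell list 0.155. Of 72 cytosolic ribosomal proteins, RPL39L was higher in MCF7 and RPS24, RPL27A, RPL27 and RPS6 were higher in MCF10A (adjusted p by camera 0.0464, and 0.381 with an estimated correlation). Without MCF7 replicate 1, MCF7 replicate 2 or MCF10A replicate 3, the list's adjusted p was 0.0660, 0.0571 or 0.0968. RPS24 and RPL27A did not pass with the mean over probesets (log2 differences -0.39 and -0.96), nor did RPS24 with probesets above background (-0.37). RPS6 was chosen after its value was seen. Of 299 receptor genes, OR10D3, OR8G5, OR2B6, OR5D3 and TAS2R43 were higher in MCF7, none of them above background in either line, and 2 were when adjusted over the list alone (adjusted p by camera 0.734). TAS2R43 was chosen after its value was seen. OR2B6 did not pass without MCF7 replicate 1 (log2 difference 1.07), MCF7 replicate 2 (1.13) or MCF10A replicate 3 (0.73), and OR5D3 without MCF7 replicate 2 (0.98) or MCF10A replicate 1 (0.98). With the mean over probesets OR8G5 (0.68) and OR5D3 (0.24) did not pass. Of the 15 lists, 10 differed by camera, and 1 of 10 splits, the real one, gave as many, with 8 lists at most in the others, too few splits for a share under 0.05. The other splits keep a part of the line difference, so these 8 lists do not measure chance.

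MTAP, a gene next to CDKN2A that is often lost with it, was not above background in either line, at 3.77 ± 0.26 (SD, n = 3) in MCF7 and 3.12 ± 0.12 (SD, n = 3) in MCF10A, and passed the test, at a log2 difference of 1.77, when the median was taken over probesets above background alone. CDKN2A, listed as a deletion in the rule for named genes, was above background in both lines but near it, at 6.08 ± 0.35 (SD, n = 3) and 5.74 ± 0.19 (SD, n = 3), and did not pass the test. Both values also exceeded the 99th percentile of the receptor genes, 5.38 in MCF7 and 5.68 in MCF10A. If a line lost the gene, which was not tested, a value above background there need not mean its transcription. HNRNPL was among the genes with unequal differences between probesets (diffSplice adjusted p = 1.9e-13), as were the RT-PCR control RPL14 (1.5e-14) and HNRNPA1 (0.0320), under the limits given for that test.

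Genes of 2 chromosome regions known to be amplified in MCF7 were higher in that line. Of 22 measured, 17 were higher in MCF7 and none was lower (17 when adjusted over the list alone; at an unadjusted p under 0.05, 22 were higher and 0 lower), with an adjusted p by camera of 0.00701 with an estimated correlation. BCAS1 was at least 12.3-fold, TUBD1 12.4-fold, APPBP2 9.98-fold and BCAS3 9.28-fold higher in MCF7, with a log2 difference of 3.31 for BCAS1, under its bound, with the mean over probesets. In MCF10A TUBD1 lay just above background (5.61) and under the 99th percentile of the receptor genes (5.68), so its fold is uncertain. AURKA, BCAS4, CSTF1, EYA2 and ZMYND8, chosen after their values were seen, did not pass the test. The list was tested as a whole, and the 2 regions were not compared with each other.

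The hypothesis that neighbouring genes differ together because of large gained or lost segments was then tested on 13916 genes above background in at least 1 line, ordered along the chromosomes of the RefSeq table. Across 13893 pairs of neighbours, which are not independent replicates, Pearson's r of the log2 differences was 0.214. Without neighbours that share their first 3 letters, as members of a gene family often do, r was 0.171, above the highest of 1000 shuffled orders (0.026), which argues against gene families as the whole source. Between genes 20 places apart r was 0.079, above the highest shuffled value (0.029), which argues against regulation of single neighbours as the whole source. Pairs 20 places apart were not filtered for shared letters, so clustered gene families could raise r at that distance. Large segments may contribute, as a hypothesis, but such families and regulation over wide regions stay open. A gain in one line cannot be separated from a loss in the other. In windows of 25 genes the median log2 difference was highest, at 2.02, in the window centred on TUBD1, where 23 genes were at least 1 higher in MCF7, and lowest, at -1.63, in the window centred on TMEM123, while 100 shuffled orders gave at most 0.97 and at least -1.09. The other windows listed as highest were centred on PCDHB14 (1.93), ZNF83 (1.54) and ZNF440 (1.30), with protocadherin or zinc finger genes at their ends or centre, so gene families stay open as the source of these windows. The other windows listed as lowest were centred on HEATR1 (-1.51), GCLM (-1.47) and TGFB2 (-1.39).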
